A study of Mus musculus with 8 samples. Its data were reported in "Hypoxia promotes osteogenesis by facilitating acetyl‐CoA‐mediated mitochondrial–nuclear communication" (2022).

How the data were processed

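RNA-seq was performed on mesenchymal stem cells (MSCs, the stromal cells of the bone marrow that can form bone, fat and cartilage cells) from mouse bone, cultured either at 2% oxygen (hypoxia) or at 21% oxygen (normoxia). Per the labels, purified MSCs were isolated by flow cytometry on day 12 of culture. Per the study, all cells grew at 2% oxygen up to sorting. The sorted cells were then divided between the oxygen levels and cultured for a week before the experiments. The labels give 4 samples per group, numbered from 1 to 4 in each. The authors prepared total RNA libraries, sequenced them as single-end reads, processed the reads with zUMIs, STAR, samtools and featureCounts on the mm10 mouse genome with Ensembl annotation, and deposited a table of raw counts per gene. These deposited counts are whole numbers for 53465 Ensembl gene identifiers and are not normalized. Whether the counting used strand, introns or reads that map to more than 1 place is not stated. Genes with near-identical copies, such as ribosomal protein genes, Actb, Pgk1 and Pgam1 with their pseudogenes, and Bglap with its neighbouring paralogs, are therefore uncertain to the extent that reads were split between copies, as are genes that overlap on opposite strands.

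Gene symbols were taken from the GENCODE M21 annotation, which uses the same GRCm38 (mm10) assembly. A symbol was found for 53274 identifiers, and those without one held 0.0216% of the counts. Positions are those of whole genes in this annotation, counted from 1. Where a symbol had several identifiers, the most counted one was used for gene lists.

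Following the methods of the study, genes were kept by filterByExpr in edgeR 4.0.16 with a minimum count of 5, which left 14369 genes holding 99.9% of the counts. Normalization is not stated there, so TMM factors were used. Values were expressed as log2 CPM (library-scaled counts) with a prior count of 3 and compared with the limma-trend method of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 changes are normoxia minus hypoxia, on this moderated scale, which understates the change of genes with few counts. The edgeR quasi-likelihood test, DESeq2 1.42.0 and limma-voom were alternatives. Other alternatives changed the normalization, the filter, the prior count, the threshold and the gene set test, or left out each sample in turn.

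The numbers 1 to 4 occur in both groups, and the study describes dividing one sorted population between the oxygen conditions, so samples with the same number can be pairs. A fit with the replicate number as a block was made beside the fit without it. Whether the numbers pair the samples was checked by correlating, across genes, the deviations of samples from their group means.

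Separation of the groups was measured as the mean Euclidean distance between groups minus that within groups, with an exact permutation test over the 35 splits of the 8 samples into 4 and 4. Principal component analysis was centred and unscaled. A panel of 21 genes that the study had measured by other assays, and 10 lists of genes for processes the study addresses, were written before the data were examined, as were the tests and most of the alternatives. However, the study's ontology analysis of genes lower in normoxia, from these same samples, had named cytoplasmic ribosomal proteins, Wnt signalling, ossification and elastic fibre formation. The lists for these processes thus follow a result from these data, and a fall in them is not independent of it. Gene lists were tested with limma's camera, which asks whether the genes of a list change more than other genes, at a preset correlation between genes of 0.01, adjusted over the 10 lists. The mean log2 CPM of each list in each sample gave a sample score, compared by a two-sided exact permutation test over 70 assignments, whose smallest possible p-value is 0.0286. The genes named are the panel, and the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, a mean log2 CPM of at least 3 and no overlap between the 4 values of each group. Any other gene named was chosen after its values were seen.

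The GC content and length of the longest transcript of each gene were taken from the GENCODE M21 transcripts for 14353 of the tested genes. A correction chosen after seeing the data removed, from each sample, a natural spline with 5 degrees of freedom for each of the 2 properties. It also removes any true change that follows GC content or length.

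The methods were tested on simulated data made from the means and library sizes of the real samples, with 200 of 14196 genes that passed the filter changed by 1 on the log2 scale. Limma-trend recovered 99.5% of the changed genes, and 6.57% of its calls were unchanged genes. With the replicate block these values were 100% and 6.54%, with the edgeR test 99.5% and 8.72%, and with DESeq2 100% and 11.1%. The changed genes were drawn from those with a mean log2 CPM above 3. No pair effect, GC trend or correlation between genes was simulated. These rates therefore do not cover smaller changes, genes with few counts or what the replicate block gains in paired data.

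Total counts ranged from 12898291 to 25132141 per sample. At these depths 3 counts correspond to between 0.119 and 0.233 CPM, which was taken as the smallest level that can be shown. This floor covers counting error only, since reads from amplified libraries are not independent molecules. No sample was left out of the comparisons, and the erythroid marker list had no gene above the filter and was not tested.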

Results

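To ask how oxygen level shapes the transcriptome of MSCs, the counts of 4 hypoxia-cultured and 4 normoxia-cultured samples were compared. The hypoxia samples had 25132141, 12929564, 13219647 and 13083954 counts for replicates 1 to 4. The normoxia samples had 13164251, 13433824, 13371583 and 12898291 counts. Hypoxia replicate 1 was thus sequenced far more deeply than the other 7 samples, and its values carry less counting error. Total counts did not differ between the groups (two-sided exact permutation test, p = 0.80). Between 18448 and 19973 genes had at least 1 count in a sample. Xist, which is transcribed from the inactive X chromosome of female cells, had 0 counts in every sample, whereas 4 genes of the Y chromosome (Ddx3y, Eif2s3y, Kdm5d and Uty) together had between 1547 and 3160 counts. No pair of replicates of a group agreed within sampling noise, as the chi-square statistic per degree of freedom over genes was at least 3.67. This shows only that no 2 samples are copies of the same counts. The study describes the 4 samples of each group as independent biological replicates, and they were counted as such.

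It was first examined whether the samples separate by oxygen level. The mean distance between samples of different groups was 61.4 and that between samples of the same group was 44.8, in units of log2 CPM over the tested genes. The difference of 16.6 was the largest among the 35 splits of the samples (exact permutation test, p = 0.0286, the smallest value that 35 splits allow). Of the alternatives, taking only the 500 most variable genes moved this difference most, to 10.3, with the same p = 0.0286 in the exact permutation test. The first principal component held 46.9% of the variance and the second held 14.8%. First component scores were -23.5 ± 11.8 in hypoxia and 23.5 ± 6.92 in normoxia (SD, n = 4 each), and the groups did not overlap (exact permutation test, p = 0.0286). Hypoxia replicate 1 had a score of -6.77, the nearest to normoxia, against -23.9 to -31.7 for the other hypoxia samples. On the second component both samples numbered 1 had the highest scores, 26.0 in hypoxia and 18.7 in normoxia.

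**Figure D1:**
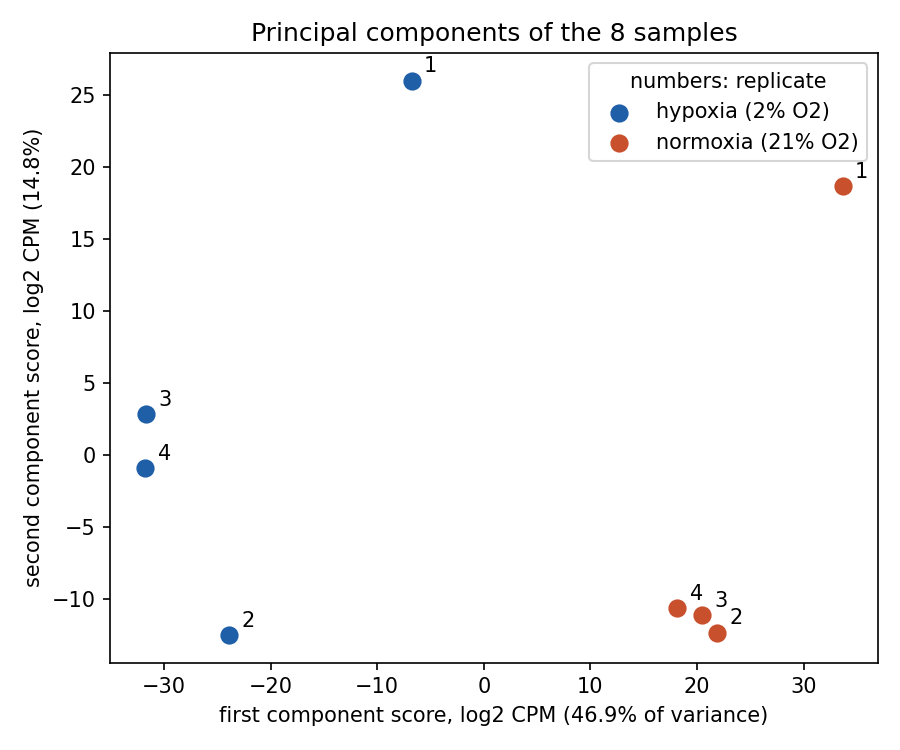
Scores of the 8 samples on the first (46.9% of variance) and second (14.8%) principal components of log2 CPM, with hypoxia in blue, normoxia in red and the replicate number beside each point. The groups lie apart on the first component, and both samples numbered 1 lie at the top of the second.

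Samples with the same number deviated together from their group means. The correlations across genes were 0.47, 0.28, 0.25 and 0.17 for the pairs numbered 1 to 4, with a mean of 0.29. Of the 24 ways of pairing the hypoxia and normoxia samples, only the pairing by number gave a mean as high (exact permutation test, one-sided, p = 0.0417). Without the replicate block, 4970 of the 14369 tested genes (34.6%) had an adjusted p-value under 0.05 with limma-trend. Of these, 2592 were higher and 2378 were lower in normoxia. With the replicate block, which among the alternatives that keep the threshold moved the count most, 6610 genes changed, 3342 higher and 3268 lower. The fits shared 4967 of these genes in the same direction. Most changes were small, and 309 genes without the block and 325 with it also changed by at least 1 on the log2 scale. The 4 values of each group did not overlap for 4678 tested genes (chance gives 2.86% of genes).

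The change between oxygen levels followed the GC content of the transcripts. Across the 14353 genes with a value, which are not independent replicates, Spearman's rho between the log2 change and GC content was -0.39, and that with transcript length was 0.17. Within each sample, expression relative to the mean of all samples changed with GC content by 0.069 to 0.17 log2 units per 10 percentage points in the hypoxia samples and by -0.14 to -0.079 in the normoxia samples. These slopes did not overlap between the groups (exact permutation test, p = 0.0286). With a correction for GC content and length, 4303 genes changed, of which 3321 were also called in the same direction without it. With the correction and the replicate block together, 6209 genes changed, of which 4855 were among those called with the replicate block alone.

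**Figure D2:**
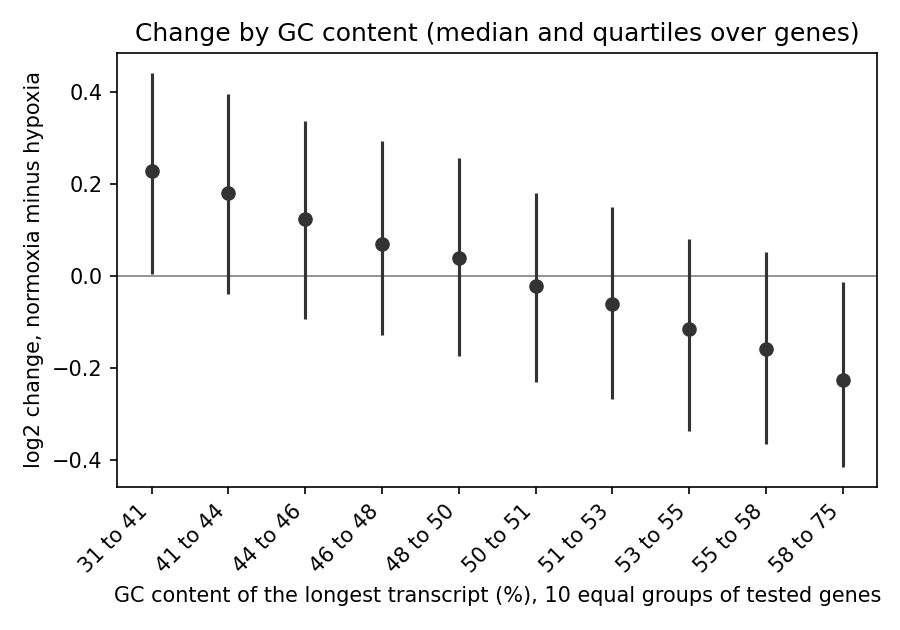
Log2 change between normoxia and hypoxia for 10 equal groups of the tested genes ordered by the GC content of their longest transcript, with points at the median and bars over the quartiles of the genes. The median falls from 0.23 in the group with the lowest GC content to -0.23 in the group with the highest.

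Among the genes with the largest changes, Gadd45g (ENSMUSG00000021453, chromosome 13, 51846678 to 51848468) rose from 5.11 ± 0.19 log2 CPM in hypoxia to 6.91 ± 0.078 in normoxia (SD, n = 4 each). Its log2 change was 1.80 with a standard error of 0.088 (limma-trend adjusted p = 1.1e-06, and 2.3e-14 with the replicate block). Tfrc, which encodes the transferrin receptor (ENSMUSG00000022797, chromosome 16, 32608920 to 32632794), rose by 1.81 with a standard error of 0.23. Tmf1, Nkd2 and Kif21a rose by 1.60, 1.51 and 1.50 on the log2 scale. Car9, which encodes a carbonic anhydrase (ENSMUSG00000028463, chromosome 4, 43506966 to 43513729), fell from 5.21 ± 0.25 to 2.87 ± 0.30 log2 CPM (SD, n = 4 each). Its log2 change was -2.34 with a standard error of 0.16 (limma-trend adjusted p = 9.8e-06, and 2.7e-14 with the replicate block). The long non-coding RNA H19 (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143) fell by 2.18 with a standard error of 0.30, and Fbn2 (ENSMUSG00000024598, chromosome 18, 58008623 to 58210487) fell by 2.13 with a standard error of 0.20. Meox1 and Selenbp1 had log2 changes of -1.79 and -1.71. All 10 genes had an adjusted p-value under 0.05 with the replicate block and the GC and length correction together.

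Of the 21 panel genes, 19 were tested. Adjusted over all tested genes, 11 of them changed without the replicate block, 10 lower and 1 higher in normoxia, and 15 changed with it, 13 lower and 2 higher. Adjusted over the panel alone, 14 changed without the block and 16 with it. With the block and the GC and length correction together, 11 changed over all genes, 9 lower and 2 higher.

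The first part of the panel concerns osteogenesis. Sp7, which encodes the bone transcription factor osterix (ENSMUSG00000060284, chromosome 15, 102356606 to 102367182), was lower in normoxia, at 4.32 ± 0.074 against 5.13 ± 0.22 log2 CPM (SD, n = 4 each). Its log2 change was -0.80 with a standard error of 0.10 (limma-trend adjusted p = 0.00021, and 7.4e-08 with the replicate block). Dlx3 (ENSMUSG00000001510, chromosome 11, 95120119 to 95125296) had a log2 change of -0.74 with a standard error of 0.25, from between 8 and 40 counts per sample (limma-trend adjusted p = 0.037, and 0.020 with the replicate block), and with the block and the GC and length correction its adjusted p was 0.059. Bmp2 changed by -0.34 from 6 to 17 counts per sample, which was not past the threshold with or without the block (limma-trend adjusted p = 0.33 and 0.41). Bglap had 2 to 16 counts and did not pass the filter. Wnt1 had 0 counts in every sample and was not detectable at this depth.

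In the glycolytic part of the panel, Pgk1, Pfkl and Pfkp were lower in normoxia. Their log2 changes were -0.43, -0.41 and -0.38 with standard errors of 0.096, 0.081 and 0.081 (limma-trend adjusted p = 0.0049, 0.0022 and 0.0039). With the replicate block the adjusted p-values were 1.6e-07, 2.8e-06 and 1.6e-05. Pgam1 changed by -0.22 and was past the threshold with the block (limma-trend adjusted p = 0.0015) but not without it (0.058). Pfkm changed by -0.14 and was not past the threshold in either fit (0.14 without the block and 0.063 with it). Hk2 did not change beyond the spread between replicates, at 5.50 ± 0.22 in normoxia against 5.52 ± 0.32 log2 CPM in hypoxia (SD, n = 4 each). By quantitative PCR with Actb as reference, the study had lower levels in normoxia for the glycolytic genes it measured, Hk2 among them. Those falls were larger than in these counts, and for Hk2 the readings differ. The cause was not tested.

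Genes of citrate and acetyl-CoA metabolism and of fat synthesis changed in both directions. Acss2 (ENSMUSG00000027605, chromosome 2, 155517948 to 155585724) was lower, with a log2 change of -0.69 and a standard error of 0.12 (limma-trend adjusted p = 0.00093, and 3.0e-05 with the replicate block). Acly was higher by 0.16 with a standard error of 0.057 (limma-trend adjusted p = 0.041, and 0.012 with the replicate block). Its change stayed between 0.13 and 0.25 over the alternatives. The call was kept with the edgeR test (adjusted p = 0.047) and limma-voom (0.046). It was lost with DESeq2 (0.058), with no filter (limma-trend, 0.070) and in some fits that left out one replicate, such as hypoxia replicate 4 (0.11). Slc25a1, which encodes the mitochondrial citrate carrier (ENSMUSG00000003528, chromosome 16, 17925223 to 17928219), was at 6.22 ± 0.056 in normoxia against 6.56 ± 0.099 log2 CPM in hypoxia (SD, n = 4 each). Its log2 change was -0.35 with a standard error of 0.063 (limma-trend adjusted p = 0.0015, and 3.4e-05 with the replicate block). Fasn and Srebf1 changed by -0.28 and -0.21 (limma-trend adjusted p = 0.032 and 0.036, and 0.00028 and 0.0066 with the replicate block). With the GC and length correction and the block together, the changes of Slc25a1, Fasn and Srebf1 were -0.12, -0.081 and -0.047 and none was past the threshold (limma-trend adjusted p = 0.064, 0.16 and 0.50). Acaca changed by -0.21 and was past the threshold with the block (limma-trend adjusted p = 0.019) but not without it (0.074).

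Of the genes that encode surface markers, Ly6a (Sca-1) and Pdgfra (CD140a) changed by -0.14 and 0.24, and were past the threshold with the block (limma-trend adjusted p = 0.021 and 0.00087) but not without it (0.26 and 0.075). Ptprc, which encodes the blood cell marker CD45 used to exclude cells at sorting, was detected in all samples with 140 to 263 counts and did not differ (limma-trend adjusted p = 0.81, and 0.61 with the block). Actb, the reference gene of the quantitative PCR of the study, changed by -0.22 with a standard error of 0.080 (limma-trend adjusted p = 0.046, and 0.0022 with the replicate block).

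**Figure D3:**
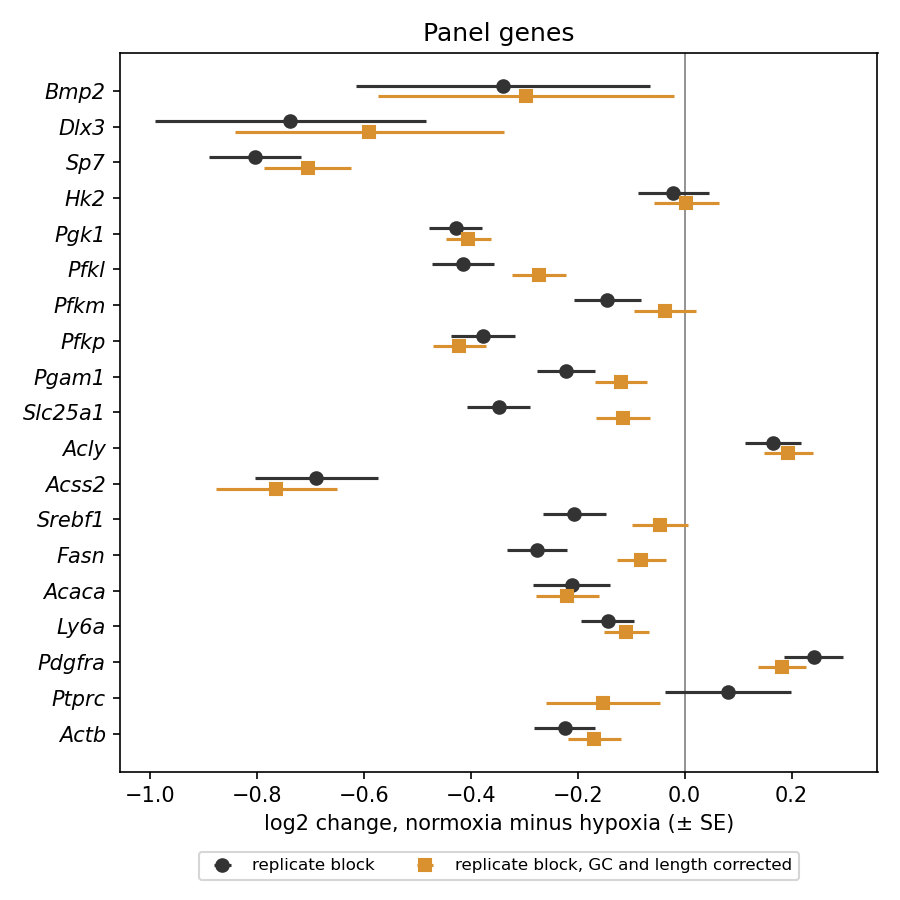
Log2 change between normoxia and hypoxia of the 19 tested panel genes, with bars of 1 standard error, from limma-trend with the replicate block (dark circles) and with the replicate block and the GC and length correction (orange squares). Sp7, Pgk1 and Acss2 keep changes of -0.71, -0.40 and -0.76 after the correction, while Slc25a1, Fasn and Srebf1 move to -0.12, -0.081 and -0.047.

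Gene lists were then compared as groups. With camera at the preset correlation, 6 of the 10 lists had an adjusted p-value under 0.05 without the replicate block and 8 with it. The 17 glycolysis genes had a mean log2 change of -0.42 (camera adjusted p = 1.1e-06, and 9.5e-09 with the replicate block), and 12 of them were called lower and 0 higher. The 87 cytosolic ribosomal protein genes had a mean change of -0.39 (8.5e-23, and 2.3e-25 with the block), with 67 called lower and 1 higher. Elastic fibre genes changed by -0.38 (0.0028, and 0.0015 with the block), targets of the hypoxia-inducible factors by -0.26 (0.0022 and 0.0012), lipogenesis genes by -0.20 (0.0058 and 0.0054), and nuclear-encoded oxidative phosphorylation genes by -0.19 (2.6e-07 and 5.9e-07). Osteogenesis genes changed by -0.14 and Wnt signalling genes by -0.077, and both were past the threshold with the block (camera adjusted p = 0.039 and 0.023) but not without it (0.068 and 0.072). With the 20 most counted genes left out, osteogenesis genes did not pass with the block either (0.13), and their mean moved to -0.11. Any of these 20 genes that belong to the list then leave it, so the shift cannot be assigned to their share of the counts. Adipogenesis genes (-0.085) and mitochondrially encoded protein genes (0.013) were not past the threshold in either fit. The adipogenesis score was lower in normoxia in 4 of 4 pairs, with differences from -0.091 to -0.076 (two-sided exact sign-flip permutation test, chosen after the scores were seen, p = 0.125, the smallest value that 4 pairs allow). The choice of correlation moved these results most. When camera estimated the correlation between the genes of each list, 0 of the 10 lists passed with or without the block, and without adjustment also none had a p-value under 0.05, the lowest being 0.056 without the block and 0.080 with it. In addition, other splits of the same 8 samples gave a median of 4 lists past the threshold at the preset correlation. Among the 8 splits that part all same-numbered pairs, a camera p as small as the real one came from 1 split, the real one, for glycolysis, ribosomal protein, elastic fibre and Wnt signalling genes, from 2 for osteogenesis and lipogenesis, from 3 for hypoxia-inducible factor targets and from 4 for oxidative phosphorylation. Among all 35 splits the numbers were 6, 2, 3, 13, 5, 5, 7 and 12 in the same order. The sample scores do not rest on a correlation between genes. They did not overlap between the groups for glycolysis, ribosomal protein, elastic fibre, hypoxia-inducible factor target, lipogenesis and osteogenesis genes (two-sided exact permutation test, p = 0.0286, and 0.0476 adjusted over the 10 lists). This permutation ignores the pairing. Within pairs, the exact sign-flip test gave p = 0.125 for each of these 6 lists. That is the smallest value that 4 pairs allow, so the paired test could not decide. For oxidative phosphorylation and Wnt signalling genes the scores overlapped (exact permutation p of 0.0571 and 0.23) but were lower in 4 of 4 pairs, with differences from -0.35 to -0.037 and from -0.091 to -0.064.

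**Figure D4:**
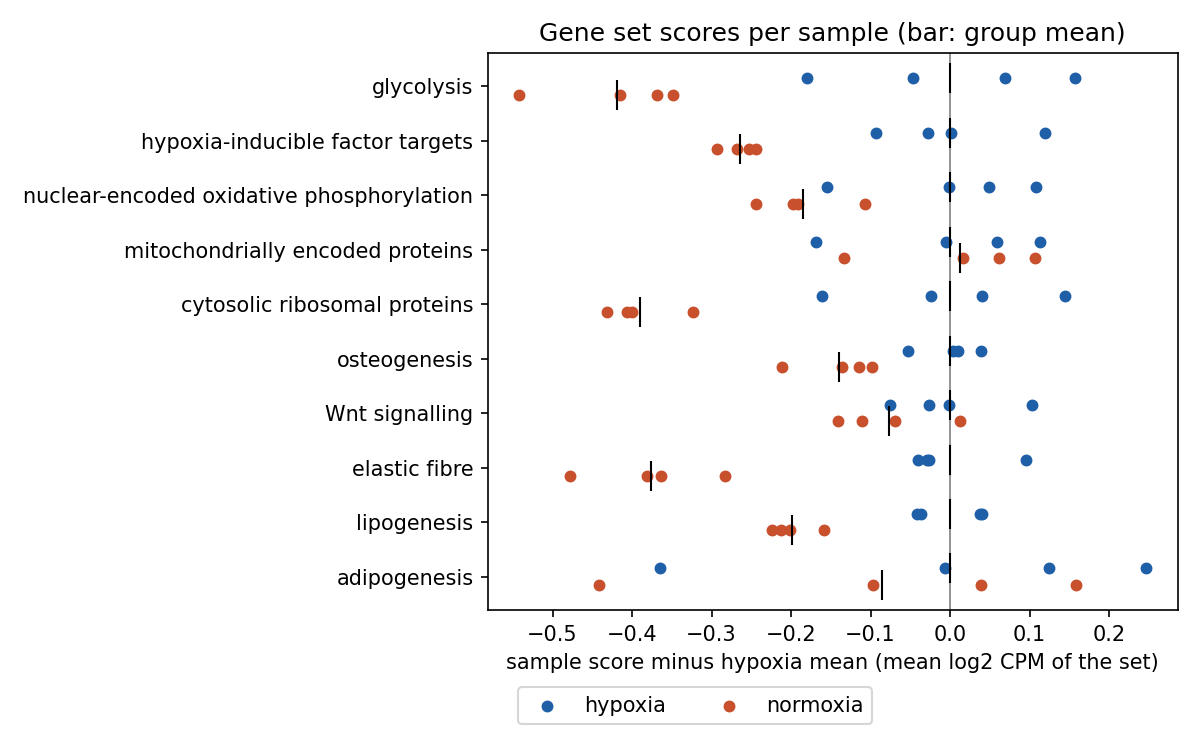
Sample scores (mean log2 CPM of the genes of a list, minus the hypoxia mean) of the 10 gene lists, with hypoxia in blue, normoxia in red and a bar at each group mean. Normoxia means lie 0.42 below hypoxia for glycolysis and 0.39 below for cytosolic ribosomal proteins, with no overlap between the samples, while the groups overlap for adipogenesis and mitochondrially encoded proteins.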

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

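In each group of 4 samples, 94 sets of values (each a measure in 1 group) were searched for a sample far from the other 3, by the gap to its nearest neighbour divided by the range of the group, against Dixon's critical value. 5 were found, where chance gives 4.7, so only the first below stands out by its size. Of the tests below, the comparison with whole libraries was chosen after the total count was seen, and that of the list scores of pair 1 after its position was seen.

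The total count of hypoxia replicate 1 was 25132141 against 12929564 to 13219647 in the other hypoxia samples, with a ratio of 0.976. The same sample lay nearest to normoxia on the first principal component, so technical explanations for both were tested. If a whole other library had been added to it, no gene would have a higher count in that library. Every other library had at least 2288 genes with a higher count, which rules out the whole addition of any of these 7 libraries. Depth did not move its position, because after random thinning to the median total of the other samples its first component score was -6.71 against -6.77 before. If normoxia reads had been mixed into it, the oxygen effect of pair 1 would be weaker than that of the other pairs. As a slope on the mean effect of the other pairs over their 500 most changed genes, it was the weakest, at 0.68 against 0.83 to 0.88. The ratio of its gap to the range was 0.748, under the critical value. Mixing would also shrink the differences of gene lists in pair 1. Its differences were instead the largest for glycolysis (-0.53 against -0.42 to -0.36), hypoxia-inducible factor targets (-0.39 against -0.25 to -0.20), elastic fibre (-0.45 against -0.38 to -0.32) and lipogenesis (-0.25 against -0.24 to -0.12), but not for ribosomal proteins (-0.30 against -0.55 to -0.27) or oxidative phosphorylation (-0.10 against -0.35 to -0.037). Of these 6 lists 4 thus go against mixing. Among the other lower lists, pair 1 had the largest difference for osteogenesis (-0.16 against -0.15 to -0.10). It had the smallest for Wnt signalling (-0.064 against -0.091 to -0.068) and adipogenesis (-0.076 against -0.091 to -0.086), as mixing predicts. The lists therefore go both ways, and mixing was not excluded. Normoxia replicate 1 deviated in the same direction, with a correlation of 0.47, so a difference between the cell isolations may contribute, and the labels give no batch with which to test it.

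The other 4 were the elastic fibre score of hypoxia replicate 2 (7.61 against 7.47 to 7.48, ratio 0.903), Acly in normoxia replicate 3 (7.28 against 7.15 to 7.17, ratio 0.894), Srebf1 in normoxia replicate 1 (6.43 against 6.52 to 6.54, ratio 0.876), and Gadd45g in hypoxia replicate 1 (5.39 against 4.99 to 5.04, ratio 0.875), all in log2 CPM. In each case the other 3 samples lay close together, and the number found is what chance gives. No biological explanation was tested for these 4 values.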

How the results depend on the processing

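The corrections for GC content and length, the thinning of hypoxia replicate 1 and the removal of the 20 most counted genes were chosen after seeing the data, and the other alternatives before the data were examined. Causes were not tested unless stated.

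The number of changed genes stayed within 1.5 times 4970 under every other method, normalization, filter and prior count, at 4303 to 6610 genes with the GC and length corrections included, and from 3838 to 5423 genes across the 8 fits that each left out one replicate. An adjusted p under 0.01 gave 2925 genes, 1546 higher and 1379 lower, and a log2 change of at least 1 gave 309, 136 higher and 173 lower. With total counts only in place of TMM, 1575 genes were lower and 69.6% of the calls were higher, against 52.2% with TMM, and the median change of all genes moved from 0.0049 to 0.089. The difference in distance between the groups ranged from 10.3 to 20.8 over its alternatives, each with the smallest exact permutation p of 0.0286.

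The number of changed panel genes was 7 with no filter and 7 with the GC and length correction without the block, and from 6 to 12 across the fits that each left out one replicate.

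For gene lists, camera with estimated correlation called 0 of 10 lists, and 0 also had an unadjusted p under 0.05 (the lowest was 0.056). The mean changes stay as they are under this test, at -0.42 for glycolysis, -0.26 for hypoxia-inducible factor targets, -0.39 for ribosomal proteins, -0.38 for elastic fibre and -0.20 for lipogenesis (adjusted p = 0.23 each) and -0.19 for oxidative phosphorylation (0.44). With the exact permutation of scores, oxidative phosphorylation (-0.19) also lost the threshold (adjusted p = 0.082) and osteogenesis (-0.14) gained it (0.048). Osteogenesis also gained it with the edgeR test (-0.15), limma-voom (-0.14), the replicate block (-0.14), total counts only (-0.055), no filter (-0.16), the GC and length correction (-0.12) and the same with the replicate block (-0.12). It did not pass with the block and the 20 most counted genes left out (-0.11, adjusted p = 0.13). Any of these 20 genes in the list are then left out of it too. Wnt signalling gained it with the replicate block (-0.077), the block with the GC and length correction (-0.043), the block with the most counted genes left out (-0.077), no filter (-0.067), and over-representation (31.3% of its genes called lower). With total counts only its mean was 0.0082, but the median of all genes moved by about as much, and its adjusted p was 0.056 against 0.072 with TMM. Mitochondrially encoded genes reversed to -0.083 with no filter and to -0.11 with the GC and length correction, with and without the replicate block. With both, these genes were past the threshold (adjusted p = 0.045, against 0.088 to 1 under the other alternatives). Leaving aside over-representation, adjusted p-values over the alternatives ranged from 0.020 to 0.23 for osteogenesis, from 0.023 to 0.44 for Wnt signalling, from 3.9e-09 to 0.23 for glycolysis, from 5.6e-30 to 0.23 for ribosomal proteins and from 9.1e-12 to 0.44 for oxidative phosphorylation. DESeq2 and robust eBayes were not run for gene lists, and the mitochondrially encoded list has no value with those genes left out.

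Across the fits that each left out one replicate, mean changes ranged from -0.18 to -0.13 for osteogenesis, from -0.12 to -0.042 for Wnt signalling, from -0.044 to 0.054 for mitochondrially encoded genes and from -0.23 to 0.0018 for adipogenesis. Osteogenesis was past the threshold without hypoxia replicate 4 or normoxia replicate 4 (camera adjusted p = 0.044 and 0.049), but not in the other such fits. Wnt signalling was past it without hypoxia replicate 1, hypoxia replicate 4 or normoxia replicate 2 (0.036, 0.049 and 0.040), but not in the others. Across these fits Hk2 ranged from -0.12 to 0.12 and Ptprc from -0.12 to 0.22. Hk2 also moved to 0.066 with total counts only, about as far as the median of all genes, and reversed to 0.0033 with the GC and length correction, with and without the replicate block, where Ptprc reversed to -0.15.

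Over all alternatives, named genes lost the threshold 47 times, gained it 21 times and reversed 11 times out of 693. Depth limits Bmp2, Dlx3 and Bglap, whose counts were at most 40 per sample.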

Other observations

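Of the tests in this part, those of GC content and length on the gene count, ribosomal protein genes and p53 targets, the removal of the 20 most counted genes, and the comparison of GC slopes over splits, were chosen only after the result was seen. The amino-acid response list was chosen after amino-acid transporter genes were seen among the smallest p-values.

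The count of 4970 changed genes was set against other splits of the 8 samples. Of the 35 splits into 4 and 4, 1 gave as many genes, the real one, and the others gave 0 genes at an adjusted p under 0.05 and 57 to 2505 at an unadjusted p under 0.05, against 6375 in the real split. Because the numbers pair the samples, the fitting comparison is with the 8 splits that part all 4 same-numbered pairs, of which 1 gave as many genes. This share cannot fall under 0.125, so the comparison within pairs cannot exclude chance. The other 27 splits leave at least 1 pair together, so that differences between replicates enter the contrast. For the 11 panel genes, 1 of the 8 splits gave as many. For the 6 gene lists, 1 of the 8 splits gave as many, but others of the 8 gave up to 5 lists, and 9 of all 35 splits gave at least 6. At least 1 list passed in 33 of the other 34 splits. The preset correlation of camera may therefore be too low for lists whose genes vary together, with estimated values of 0.70 for ribosomal protein and 0.53 for oxidative phosphorylation genes.

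Total counts did not differ between the groups (exact permutation p = 0.80). The 20 most counted genes took 23.6% ± 0.62 of the counts in hypoxia and 20.6% ± 0.40 in normoxia (SD, n = 4 each, exact permutation p = 0.0286), so a few genes do take a different share. Col1a1 alone held 5.14% in hypoxia and 3.28% in normoxia. With these 20 genes left out before normalization, 6603 genes changed with the replicate block against 6610 before. The number of genes hardly moved, but the osteogenesis list mean moved from -0.14 to -0.11 and its camera adjusted p from 0.039 to 0.13. TMM is meant to trim such genes already, although what it trimmed was not checked. A shift in scaling would move all lists alike. In the same fits the glycolysis mean stayed at -0.419 and the ribosomal protein mean went from -0.390 to -0.391. Elastic fibre moved most among the other lists, from -0.376 to -0.387. These values argue against a change in TMM scaling as the source of the osteogenesis shift. They do not test the share of these genes under other scalings. With total counts only in place of TMM, 69.6% of the calls were higher against 52.2%, so the balance of higher and lower genes depends on the scaling. Markers of macrophages and other blood cells did not differ between groups without pairing (exact permutation p = 0.31), with a mean change of -0.35. However, their score was lower in normoxia in 4 of 4 pairs (limma's camera with the replicate block at the preset correlation, adjusted p = 0.0001). With the correlation estimated at 0.33 in the same fit, camera gave 0.19 without adjustment and 0.37 with it. A smaller share of such cells in normoxia is thus a possible explanation for some of the lower genes that was neither shown nor excluded.

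GC content and transcript length are a candidate explanation for part of the changes. After correction, 6209 genes changed with the replicate block against 6610 before, so the number is not explained by GC content and length, but 4855 genes were shared, so which genes are called depends on it. The trend itself was as far from 0 in 1 of the 8 splits that part all pairs, with up to 0.38 in the others against 0.39, and in 2 of all 35 splits. A rank correlation does not measure the size of a trend. The difference between the mean GC slopes of the groups was 0.21 log2 units per 10 percentage points in the real split and at most 0.14 in the other 34. The labels give no library batch with which to tell preparation from oxygen level. The lower Slc25a1, Fasn and Srebf1 are among the results that depend on this correction.

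The lower level of ribosomal protein genes in normoxia held after the GC and length correction with the replicate block (mean change -0.30, camera adjusted p = 6.7e-22, at the preset correlation). If reads had passed from these genes to their pseudogenes, the pseudogenes would rise. The summed CPM of 72 named ribosomal protein pseudogenes instead changed by -0.40 on the log2 scale. Of the 87 genes 67 were called lower, and the sample scores did not overlap (exact permutation p = 0.0286). Of the 8 splits that part all pairs only the real one gave a camera p as small, which is the fewest possible and so decides nothing, and of all 35 it was 2. The study had already named cytoplasmic ribosomal proteins among its terms for genes lower in these samples, so this fall repeats its result. The fall may be a coordinated change of the genes, as a hypothesis, but camera with the estimated correlation gave an unadjusted p of 0.13, and 0.16 with the replicate block.

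The study described Slc25a1 as comparable between oxygen levels by quantitative PCR with Actb as reference. It described the citrate carrier protein as comparable too, by immunostaining, which does not rest on Actb. In these counts the Slc25a1 RNA was lower, but so was Actb. The log2 ratio of Slc25a1 to Actb was -5.06 ± 0.16 in hypoxia and -5.18 ± 0.10 in normoxia (SD, n = 4 each), which did not differ (two-sided exact permutation p = 0.26). The choice of reference could therefore account for part of the difference between the 2 RNA readings, although 4 samples per group cannot exclude a lower ratio. The GC correction could as well, since the change with the replicate block was -0.12 after it. Neither bears on the protein.

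A list of 23 p53 target genes, written before the data were examined as a check, was higher in normoxia by 0.33 on average (camera adjusted p = 0.0076 over the 4 check lists with tested genes, and 0.0011 with the replicate block). Of these genes, 12 were called higher, among them Mdm2 (log2 change 0.94) and Cdkn1a (0.20), and 3 lower. The sample scores did not overlap (exact permutation p = 0.0286, and 0.11 adjusted over the 4 lists), with differences within pairs from 0.31 to 0.36. The GC and length correction with the replicate block gave a mean change of 0.35 and a camera p of 3.0e-06. With estimated correlation the p-value was 0.041 without adjustment and 0.16 with it, and 0.032 and 0.13 with the replicate block. Among the 8 splits that part all pairs, 1 gave a camera p as small, the real one, and among all 35 it was 2. The former is the fewest possible, so these 8 splits could not have told the change from chance whatever its size. A p53 response in normoxia may be worth examining, as a hypothesis.

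A second hypothesis was not settled. Slc7a5, Slc7a3 and Slc1a5, which encode amino-acid transporters, were lower in normoxia (log2 changes -1.01, -1.68 and -0.84), as were Trib3 (-0.68) and Atf5 (-0.60). If a general amino-acid response through ATF4 were lower, 32 other genes of that response would fall too. Of these, 8 were called lower, among them Asns, Chac1 and Psat1, and 1 higher. Their mean change was -0.096 and limma's camera gave 0.047 as its p-value, 0.018 with the replicate block, and 0.0067 with the GC and length correction and the block. The sample score was lower in 3 of 4 pairs. However, 4 of the 8 splits that part all pairs gave a camera p as small, as did 23 of all 35, the scores overlapped (exact permutation p = 0.40), and the estimated correlation gave 0.62, and 0.53 with the block. These data neither show nor exclude a general change of that response.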
